A study of Mus musculus with 6 samples.

How the data were processed

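RNA-seq was analysed for 3 clones of immortalised B cells (named Abl.2, Abl.3 and, for the last, Abl.4) from F1 mice of a cross between 2 inbred strains, 129S1/SvImJ and CAST/EiJ. Per the labels, the cells were in control medium with 1% DMSO (a solvent) and were collected on day 2. Per the labels' protocols, RNA was extracted on magnetic beads, treated with DNase and made into libraries with the SMART-seq v4 kit, which copies full-length cDNA and carries no molecular identifiers. Each line had 2 libraries, which the labels call library preparation replicates. The tests therefore cover the error of library preparation and counting, and each line is a single clone.

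The allele table holds whole-number counts for the maternal and the paternal allele of each gene, which the authors took at SNP positions within the gene, per the file headers. The abundance table holds TPM (transcript abundance scaled to gene length and library total), obtained with DESeq2 per the file headers. The allelic imbalance table holds the authors' fraction of maternal counts per line with confidence limits, after the replicates were averaged and by a published method that the header cites, per the file headers. The headers and labels name no aligner, SNP list, gene annotation, genome build or confidence level. Of 35412 genes with a name that could be compared, 98.7% had the same start in GENCODE release M21 (GRCm38), and coordinates below are those of the authors' tables. Because TPM keep no depth, the depth behind the abundance values is unknown. It was not stated whether a read covering several SNPs was counted once.

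The tables name alleles as maternal and paternal, and the strain of each parent was not used here. Maternal and paternal thus name an allele and not a cause. With a single cross, effects of parent of origin, strain and read mapping on the share were not told apart. The design written before the data were examined spoke of the 129 share; the maternal share, maternal counts over the counts of both alleles, took its place. The design also left the unit of the abundance table open, and the branch for normalised values was used because the table holds TPM. Samples were grouped by the line in their titles, and replicate numbers come from the same titles.

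Allelic counts per library ranged from 18362319 to 26881211, and the median coverage of the tested genes from 866 to 1350. Genes needed at least 20 allelic counts in each of the 6 libraries. This left 8702 of 19402 genes, 8480 on autosomes and 222 on X. The 2 genes of the Y chromosome were left out of these tests. Allelic counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, with an intercept per library and an allele effect per line. Both alleles of a library had the same library size. Allelic imbalance was the test of a line's allele effect against equal counts, and an allelic difference was the test between the effects of a pair of lines. Adjusted p-values are Benjamini-Hochberg values over autosomal and X genes, with a threshold of 0.05. A gene was called strongly biased at a mean maternal share of at most 0.1 or at least 0.9, and balanced from 0.3 to 0.7. Intervals for single libraries are 95% Wilson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.

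Abundance was tested with limma 3.58.1 (lmFit, eBayes with trend) on log2(TPM + 1) for 11003 genes with a mean of at least 1 TPM. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. For genes strongly biased in one line and balanced in the other, the median abundance difference was set against 10000 random lists matched on mean expression in 10 bins. Genes are not replicates, so its percentile describes these libraries.

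Named genes followed a rule fixed before the data were examined. For each pair of lines it took the 3 autosomal genes with the smallest p-value among those with a share difference of at least 0.4 and separated libraries. For abundance it took the 2 largest rises and the 2 largest falls per pair at a mean log2 abundance of at least 5. A list of 31 imprinted genes and a list of sex-linked marker genes were also fixed.

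The scripts were tested on simulated data with 200 changed genes. The allelic test was run on 2 simulations of 8480 genes. With a single beta precision of 100 for every gene, it recovered 95% and 94% of genes with a log2 allele ratio changed by 2. In that simulation 9.09% and 8.29% of calls were false, above the nominal 5%, and 3 genes were called in the pair without changes. A simulation with noise matched to the typical spread between the real libraries of each line was added after that result had been seen. The test itself was not altered. The added simulation gave 88% and 88.5% recovered, 6.38% and 5.35% false calls and 0 calls in the unchanged pair. It used the same inflation for all genes of a line, although the measured spread rose with coverage. Extreme shares were moved inwards. False calls in the real data can therefore differ from these values. Called gene counts can thus hold somewhat more false calls than the adjusted p-value states. For abundance, on 10844 genes, 78% and 80% of genes changed by 1 on the log2 scale were recovered, and 4.29% and 2.44% of calls were false. The changed genes were drawn from the more abundant genes alone, so recovery of low genes was not simulated.

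Alternatives were coverage minimums of 10 and 50, DESeq2 1.42.0 on the allelic counts, a binomial test with variance inflated by the measured spread, a null at each library's allele totals and a replicate block. For abundance they were a pseudocount of 0.1, other filters, quantile normalisation and an edgeR test of the summed allelic counts. Fits of the 4 libraries of a pair, size thresholds and leaving out each library were also run. Leaving out chromosomes 4 and 10 was planned for the abundance of biased genes and was added for 4 other comparisons after seeing the data. Pseudogenes were matched to protein-coding transcripts of GENCODE M21 with minimap2 2.31, at 90% identity over at least 50% of the pseudogene. Values were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.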

Results

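RNA was sequenced from 3 clones of immortalised mouse B cells in 2 library preparation replicates each. The clones are named Abl.2, Abl.3 and, for the last, Abl.4. Abl.2 and Abl.4 are labelled female and Abl.3 male. All 3 lines come from F1 mice of the same cross. Where a gene is heterozygous in a line, its maternal and paternal alleles can be counted apart. The series title concerns the mechanism of monoallelic expression and the role of DNA methylation in setting allelic levels. The libraries analysed here are labelled as controls, and the comparisons are those between clones. Allelic counts were 22699395 and 26881211 in the libraries of Abl.2. They were 19873375 and 18362319 in Abl.3, and 20005324 and 20004393 in Abl.4.

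Sex-linked marker genes were examined first, as a check of the labels. Xist (chromosome X, 103460366 to 103483254) was at 15.3 ± 2.84 TPM in Abl.2 and 27.9 ± 10.6 TPM in Abl.4 (SD, n = 2). In Abl.3 its libraries were at 0.02 and 0 TPM. The Y genes Ddx3y, Eif2s3y, Kdm5d and Uty ranged from 1.66 to 18.3 TPM in the libraries of Abl.3 and were listed at 0 in every library of Abl.2 and Abl.4.

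Replicate libraries of a line were compared before they were averaged. Across the 8480 autosomal genes, the Pearson correlation of the maternal share between replicates was 0.956 in Abl.2, 0.881 in Abl.3 and 0.865 in Abl.4. This is across genes, which are not independent replicates. In genes with a share between 0.1 and 0.9, the spread between replicates was 1.76, 1.91 and 2.13 times the binomial spread in the same order. The replicates thus differed by more than binomial sampling of reads gives, although reads need not be independent molecules. They were counted as separate libraries, as labelled.

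The first question was how many genes had unequal output from their alleles within a clone. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4051 of 8480 autosomal genes had an adjusted p-value below the threshold of 0.05 in Abl.2. The counts were 3704 in Abl.3 and 3251 in Abl.4. The maternal allele was higher in 2148 of these genes in Abl.2, 1733 in Abl.3 and 1674 in Abl.4. Among other tests of the same 8480 genes, DESeq2 gave the lowest counts, with 3453, 2964 and 2587 genes, and the binomial test with inflated variance moved Abl.2 furthest upwards, to 4965. With the null set at each library's allele totals, the maternal allele was higher in 35.8% of the calls in Abl.2, against 53.0% with a null of equal counts. The maternal allele held 52.8% and 52.9% of autosomal counts in the libraries of Abl.2, while the median gene share was 0.502 and 0.503. That null therefore moves balanced genes of Abl.2 to the paternal side. In the authors' deposited table, the interval excluded 0.5 for 3117, 2127 and 1792 autosomal genes, out of 8547, 8439 and 8592 with an estimate.

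The median maternal share was then taken over the genes of each chromosome. In Abl.2, chromosome 4 had a median share of 0.998 and chromosome 10 of 0.337, and these were the 2 autosomes that lay more than 0.1 from the autosomal median in both libraries. In Abl.2 the medians of the other 17 autosomes ranged from 0.491 to 0.512. In Abl.4 all 19 autosomes lay between 0.493 and 0.510. In Abl.3 they ranged from 0.447 ± 0.00053 on chromosome 1 to 0.548 ± 0.0021 on chromosome 17 (SD, n = 2). Chromosomes 5 and 18 of Abl.3 were at 0.450 ± 0.0026 and 0.459 ± 0.0025 (SD, n = 2).

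**Figure D1:**
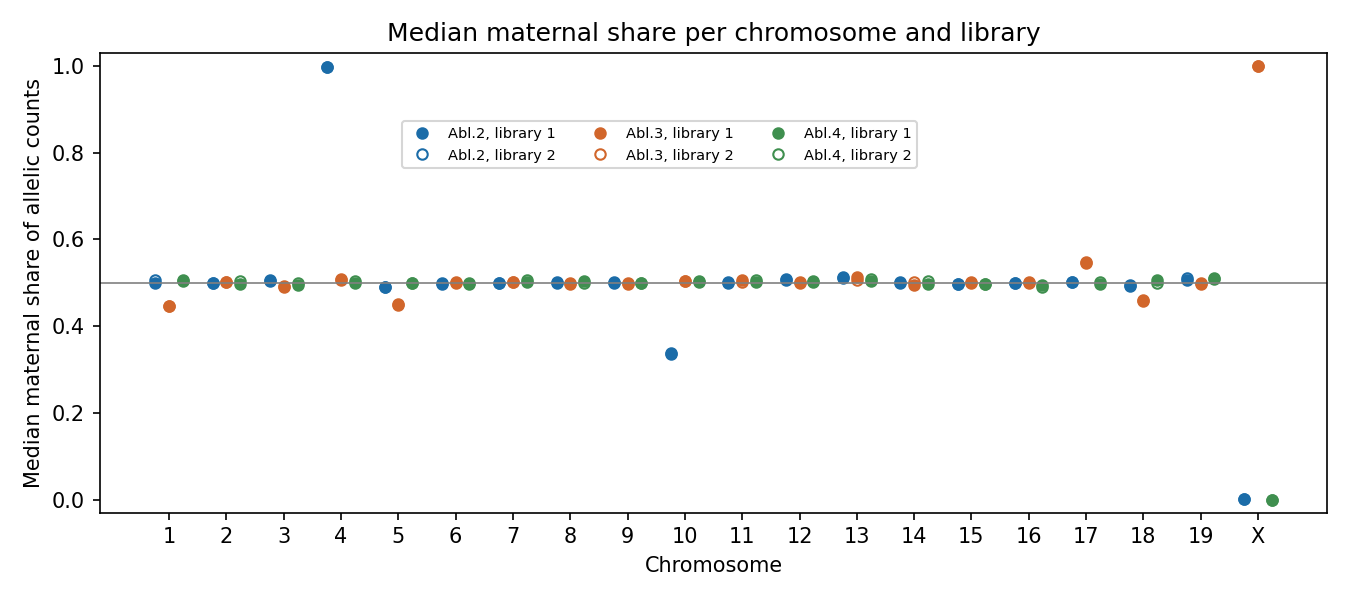
Median maternal share of allelic counts (y axis, from 0 to 1) for each chromosome (x axis), with 1 point per library, filled for library 1 and open for library 2 of each line. Abl.2 departs from 0.5 on chromosomes 4 (0.998) and 10 (0.337), and on X the male line Abl.3 lies opposite to the female lines.

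On X, over 222 genes without Xist, the maternal allele held 1.22% ± 0.081 of the counts in Abl.2 (SD, n = 2). It held 99.7% ± 0.063 in Abl.3 and 1.51% ± 0.12 in Abl.4 (SD, n = 2). The difference between Abl.3 and the female lines exceeded the spread between replicates. The minor allele of the libraries of Abl.3 held 0.371% to 0.418% and 0.284% to 0.328% of X counts (95% Wilson intervals). Xist itself was read from the maternal allele for 99.4% ± 0.032 of its counts in Abl.2 and 99.6% ± 0.26 in Abl.4 (SD, n = 2). It had 5 allelic counts in Abl.3, too few for a share.

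The next question was whether clones from the same F1 cross differ in allelic share. By edgeR's quasi-likelihood test of the difference with Benjamini-Hochberg adjustment, 2253 autosomal genes had an adjusted p-value below 0.05 between Abl.2 and Abl.3. The maternal share was higher in Abl.2 for 1343 of them and lower for 910. Between Abl.2 and Abl.4 there were 1930 genes, 1099 higher in Abl.2 and 831 lower. Between Abl.3 and Abl.4 there were 1210 genes, 520 higher in Abl.3 and 690 lower. Leaving out chromosomes 4 and 10, an alternative chosen after seeing the data, gave 1212, 914 and 1108 genes for the 3 pairs. Chromosomes 1, 5, 17 and 18, with smaller shifts in Abl.3, were kept in these counts. Requiring a share difference of at least 0.2 moved the last pair most, to 380 genes. Without any test, the mean share differed by at least 0.2 for 1169, 1122 and 490 genes between lines. Between the replicates of a line it did so for 126, 201 and 212 genes in Abl.2, Abl.3 and Abl.4. On X, all 222 genes differed between Abl.3 and each female line, and 12 differed between Abl.2 and Abl.4, against 5 by the binomial test with inflated variance.

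The rule for named genes gave Eno1 (ENSMUSG00000063524, chromosome 4, 150236721 to 150248879), Pik3cd (ENSMUSG00000039936, chromosome 4, 149649168 to 149702571) and Rps6 (ENSMUSG00000028495, chromosome 4, 86854660 to 86857412) for both pairs with Abl.2. All lie on the chromosome that was almost wholly maternal in Abl.2. Eno1 had a maternal share of 0.998 ± 0.00016 in Abl.2, 0.531 ± 0.0044 in Abl.3 and 0.529 ± 0.0025 in Abl.4 (SD, n = 2), with at least 82855 counts per library in Abl.2. Its log2 allele ratio differed by 8.83 (SE 0.046) between Abl.2 and Abl.3, with an adjusted p-value of 3.18e-15 by edgeR with Benjamini-Hochberg adjustment. Pik3cd had shares of 0.998, 0.422 and 0.443 in the same order, and Rps6 of 0.998, 0.518 and 0.517. Pik3cd overlaps 1 other annotated gene, and it was not stated whether counting used the strand.

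Between Abl.3 and Abl.4 the rule gave Spp1, Lrpap1 and Tsnax. Tsnax (ENSMUSG00000056820, chromosome 8, 125012997 to 125034192) was at a maternal share of 0.999 ± 0.00056 in Abl.3 and 0.0067 ± 0.0017 in Abl.4 (SD, n = 2). Its log2 allele ratio differed by 16.97 (SE 0.30) with an adjusted p-value of 2.17e-11 by edgeR with Benjamini-Hochberg adjustment, on 543 to 636 counts per library in Abl.4. In Abl.2 its share was 0.774 ± 0.015 (SD, n = 2). Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) was at 0.790 ± 0.00069 in Abl.3, 0.153 ± 0.000044 in Abl.4 and 0.566 ± 0.0038 in Abl.2 (SD, n = 2). Lrpap1 (ENSMUSG00000029103, chromosome 5, 35091501 to 35105766) was at 0.953 ± 0.0045 in Abl.3, 0.419 ± 0.012 in Abl.4 and 0.464 ± 0.0076 in Abl.2 (SD, n = 2). Tsnax and Spp1 each overlap 1 other annotated gene. The rule was met by 674, 675 and 146 genes in the 3 pairs.

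Because the rule returned only chromosome 4 genes for Abl.2, the top genes outside chromosomes 4 and 10 were also read, chosen after their values were seen. Mt1 (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327) had a maternal share of 0.971 ± 0.00013 in Abl.2, 0.0498 ± 0.00036 in Abl.3 and 0.721 ± 0.029 in Abl.4 (SD, n = 2). Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356) was at 0.0144 ± 0.0022 in Abl.2, 0.478 ± 0.0024 in Abl.3 and 0.468 ± 0.0054 in Abl.4 (SD, n = 2). Lef1 overlaps 2 other annotated genes. Smad3 (ENSMUSG00000032402, chromosome 9, 63646767 to 63757994) was at 0.947 ± 0.0014 in Abl.2, 0.456 ± 0.037 in Abl.3 and 0.475 ± 0.00064 in Abl.4 (SD, n = 2).

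**Figure D2:**
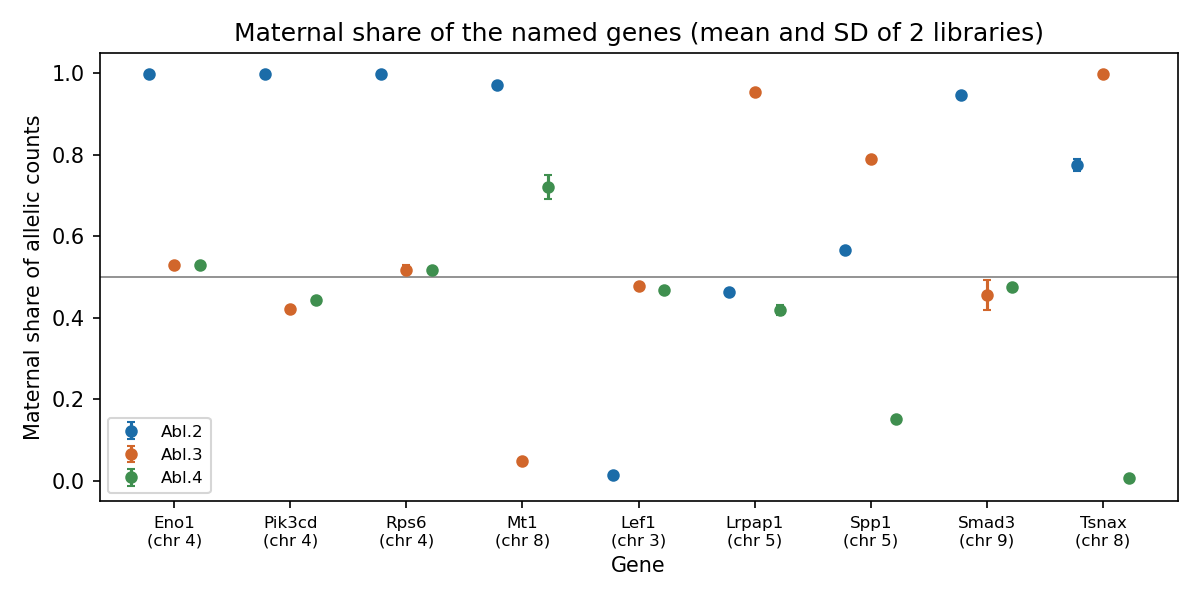
Maternal share of allelic counts (y axis) of the 9 named genes (x axis, with chromosome) in Abl.2, Abl.3 and Abl.4, as the mean and SD of 2 libraries. Eno1, Pik3cd and Rps6 are at 0.998 in Abl.2, and Tsnax is at 0.999 in Abl.3 and 0.0067 in Abl.4.

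Strongly biased genes made up 11.6% ± 0.058 of tested autosomal genes in Abl.2, 4.20% ± 0.033 in Abl.3 and 3.68% ± 0.075 in Abl.4, with the SD taken over the values of the 2 single libraries. In Abl.2, 545 of the 755 genes biased to the maternal allele lay on chromosome 4. Without chromosomes 4 and 10 the percentages were 5.62, 4.34 and 3.84. Of the 7495 genes tested outside those chromosomes, 610 were strongly biased in at least 1 line and 332 in exactly 1 line. The same bias in all 3 lines was found for 138 genes, 69 maternal and 69 paternal. A further 32 genes were biased to the maternal allele in one line and to the paternal allele in another. With a single cross, the same bias in all lines cannot be split into parent of origin, strain and read mapping. Strong bias in one line together with a share from 0.3 to 0.7 in another was found for 307 genes.

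Known imprinted genes, which are read from one parental allele in some tissues, were taken from the fixed list. Of 31 genes, 24 were in the allele table and 4 passed the coverage minimum in every library. Impact (chromosome 18, 12955852 to 12992950) had a maternal share of 0.0016 ± 0.00035 in Abl.2, 0.109 ± 0.0030 in Abl.3 and 0.137 ± 0.036 in Abl.4 (SD, n = 2). Zrsr1 (chromosome 11, 22972005 to 22976496) had no maternal counts in Abl.2 and Abl.3 and a share of 0.019 ± 0.027 in Abl.4 (SD, n = 2), on 41 to 54 counts per library in Abl.3 and 43 to 52 in Abl.4. Inpp5f and H13 lay between 0.434 and 0.591 in the 3 lines. With adjustment over all genes tested, 3 of the 4 had an allelic imbalance in each line. With adjustment over the list alone the counts were 3 in Abl.2, 4 in Abl.3 and 3 in Abl.4. Igf2r and Grb10 passed in Abl.3 and Abl.4 alone. The share of Igf2r was 0.996 and 0.978 there, and that of Grb10 was 1 in Abl.3 and 0.012 ± 0.017 in Abl.4 (SD, n = 2), on 98 to 100 and 85 to 107 counts per library.

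Transcript abundance was compared between the same pairs of lines. By limma on log2(TPM + 1) with Benjamini-Hochberg adjustment, 4382 of 11003 genes had an adjusted p-value below 0.05 between Abl.2 and Abl.3, 3682 between Abl.2 and Abl.4, and 4194 between Abl.3 and Abl.4. With the replicate number as a block the counts were 5213, 4608 and 5184. Same-numbered libraries deviated together to a small degree, with correlations across genes of 0.104, 0.187 and 0.161 for the 3 pairs. A change of at least 1 on the log2 scale moved the counts most, to 1160, 1107 and 1042. The median change of all genes was 0.10, -0.03 and -0.15 on the log2 scale, so the direction of small changes depends on the scaling. Between Abl.2 and Abl.3, 65.0% of called genes were higher in Abl.2, against 51.4% after quantile normalisation and 50.7% with summed allelic counts. Between Abl.3 and Abl.4, 29.8% were higher in Abl.3, against 52.0% and 45.8%. Between Abl.2 and Abl.4, 44.9% were higher in Abl.2, against 52.8% and 45.9%.

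The largest abundance changes among abundant genes far exceeded those median shifts. The pseudogenes Gm8172 (chromosome X, 69605496 to 69606245) and Gm4735 (chromosome 2, 80837141 to 80838442) were low in Abl.2 alone. Gm8172 was at 0.895 ± 0.16 TPM in Abl.2, 498.6 ± 20.4 TPM in Abl.3 and 418.1 ± 6.25 TPM in Abl.4 (SD, n = 2). Gm4735 was at 2.65 ± 0.028, 532.6 ± 1.73 and 512.5 ± 104.5 TPM in the same order (SD, n = 2). A gene with no name or position in the table, ENSMUSG00000081535, was at 1.97 ± 1.58 TPM in Abl.3 against 460.5 ± 14.5 TPM in Abl.2 and 390.7 ± 21.03 TPM in Abl.4 (SD, n = 2). Reads of Gm8172 and Gm4735 can be shared with near-identical copies elsewhere, so their values are uncertain. Gimap4 (chromosome 6, 48684549 to 48692060) was lower in Abl.3 than in Abl.2, with a log2 difference of 5.93 (SE 0.105) and an adjusted p-value of 1.58e-06 by limma with Benjamini-Hochberg adjustment. H2-Ab1 (chromosome 17, 34263209 to 34269418) fell by 7.32 (SE 0.14) in Abl.2 against Abl.4, with an adjusted p-value of 1.49e-06 by limma with Benjamini-Hochberg adjustment. Mt1 was 3.94 (SE 0.14) higher in Abl.2 than in Abl.4, with an adjusted p-value of 1.33e-05 by limma with Benjamini-Hochberg adjustment. Fam129c (chromosome 8, 71597648 to 71607936) rose by 3.89 in Abl.2 against Abl.4, and Rangrf (chromosome 11, 68972484 to 68975185) by 2.87 in Abl.3 against Abl.4. Gm8172, Fam129c and Rangrf each overlap 1 other annotated gene. Outside chromosomes 4 and 10, genes with an allelic difference more often had an abundance difference than other genes did. The percentages were 54.3 against 34.5, 57.1 against 26.5 and 53.6 against 34.6 for the 3 pairs. The genes were not matched on expression or coverage, which can raise calls in both tests. These percentages alone therefore show no link between share and abundance.

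The last comparison asked whether a gene is less abundant in the clone where it is strongly biased than in the clone where it is balanced. Over the 3 pairs there were 1529 combinations of a gene and a pair, from 828 genes. The median difference, biased line minus balanced line, was -0.09 on the log2(TPM + 1) scale, below the median of every one of 10000 random lists matched on expression. The middle 95% of these lists ran from 0.0073 to 0.056. Most combinations came from chromosome 4 in Abl.2, where the median of 987 combinations was 0.07. Without chromosomes 4 and 10 the median of 509 combinations, from 298 genes, was -0.75, again below all 10000 lists, and abundance was lower in the biased line for 80.9% of them. By pair and biased line, these medians ran from -0.89 to -0.49.

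**Figure D3:**
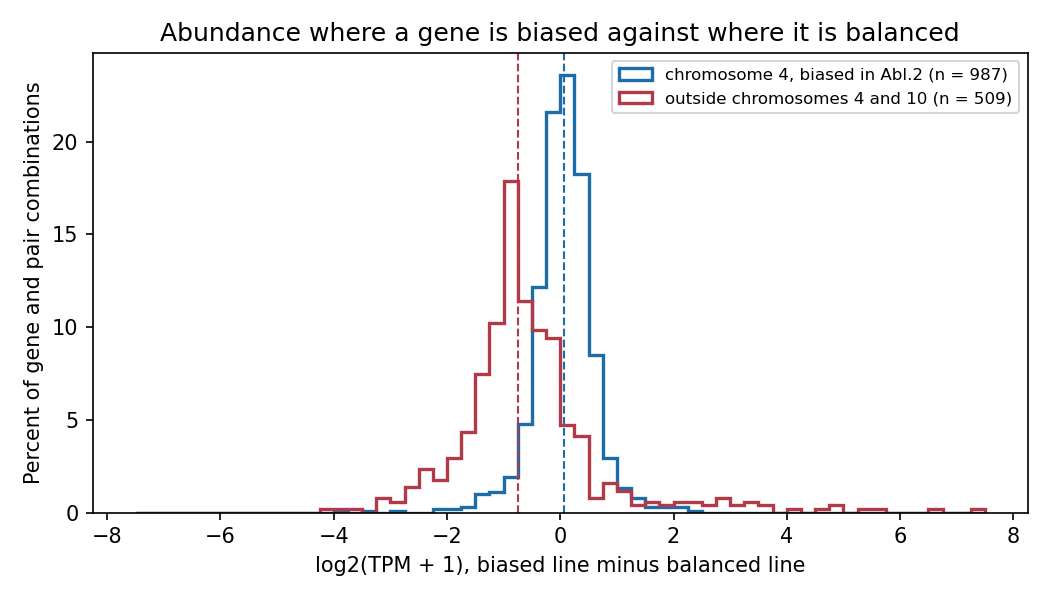
Histogram of the difference in log2(TPM + 1) between the line where a gene is strongly biased and the line where it is balanced (x axis), as the percent of gene and pair combinations (y axis, bins of 0.25), with dashed lines at the medians. Chromosome 4 genes biased in Abl.2 (987 combinations) centre on 0.07 and genes outside chromosomes 4 and 10 (509 combinations) on -0.75.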

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

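The tests of the X chromosome, of chromosome 4 and of noise by the ratio to replicates were chosen only after the result was seen, and the other tests of the number of genes that differ between lines before it.

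The lines differed from one another in the test of the difference of allelic share itself, with 2253 autosomal genes between Abl.2 and Abl.3, 1930 between Abl.2 and Abl.4 and 1210 between Abl.3 and Abl.4. Depth was tested by thinning every library to the smallest allelic total of the 6 libraries. The 3 pairs then gave 5360 calls, against 5393 before. Noise between libraries was tested by inflating the binomial variance by the measured spread, which gave 6747 calls. That test called more genes than the one in question, so it shows nothing about noise. Without any test, the mean share differed by at least 0.2 for 1169, 1122 and 490 genes between lines and for 126, 201 and 212 genes between the replicates of a line. The lowest ratio over the pairs, taken to the higher replicate number of the pair, was 2.31, which goes against noise as the whole cause. For the pairs with Abl.2, 57.1% of calls lay outside chromosomes 4 and 10, so those chromosomes hold a large part of the calls and not all of them. Chromosomes 1, 5, 17 and 18 had smaller shifts of the share in Abl.3 and were not left out. The remaining calls of pairs with Abl.3 can thus include shifts of whole chromosomes. Of the called genes outside chromosomes 4 and 10, 43.1% were protein-coding and overlapped no other gene, against 39.2% of the other genes tested. Called genes were thus not short of this class, which does not separate overlap from gene type. The level set for ruling out shared reads, 50%, was above the 40.3% of all genes tested and was hard to reach, so on this test the pattern cannot be told apart from shared reads.

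The maternal percent of X counts differed by 98.4 between Abl.3 and Abl.2 and by 98.1 between Abl.3 and Abl.4. No library, 0 of 6, had Xist and Y gene values against its labelled sex. The minor allele held at most 1.59% of X counts in any library, which restates the pattern and shows nothing further about allele assignment. A fixed error of assignment would put the same genes on the same side in every line, and here the same 222 genes lay on opposite sides. A swap of maternal and paternal alleles in a line would make its autosomal shares run against those of the other lines. Outside chromosomes 4 and 10 the correlation across genes was at least 0.640 between lines, which goes against a swap. A candidate explanation is that the male line carries a maternal X alone and that both female lines have the maternal X inactive, in line with Xist being read from the maternal allele in both.

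Eno1, Pik3cd and Rps6 differed between Abl.2 and each other line. The share differences against Abl.3 were 0.467, 0.576 and 0.480, and against Abl.4 they were 0.469, 0.554 and 0.481. All 3 lie on chromosome 4. The same chromosome had a median share of 0.505 in Abl.3 and Abl.4, which goes against wrong assignment of the alleles. Loss of the paternal copy with a single copy left would have lowered abundance by more than 0.5 on the log2 scale, and the measured shift was 0.055. Loss of the paternal copy with 2 maternal copies predicted a rise of maternal CPM (counts scaled to the library total) by more than 0.5 with little change of the summed abundance, and the measured rise was 0.96. That rise follows from the share and the abundance shift and is not a separate line of evidence. The values are consistent with 2 maternal copies of chromosome 4 in Abl.2, as a hypothesis, since DNA was not analysed here.

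Spp1, Lrpap1 and Tsnax differed between Abl.3 and Abl.4 by 0.637, 0.534 and 0.992. Their chromosomes had medians within 0.1 of the autosomal median. These genes were chosen for their difference, so the pattern was not tested on them, and no biological explanation was tested. Their lowest coverage in Abl.3 and Abl.4 was 543 counts. Spp1 and Tsnax overlap another annotated gene each, and shared reads were not tested for them. Lrpap1 overlaps none.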

How the results depend on the processing

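Across the alternatives other than leaving out a library, 81 values of the comparisons stayed within the spread, within 1.5 times the count or, for the abundance of biased genes, below the random lists, and 32 moved. With one library left out 7 further values moved, which were all those of the percent of strongly biased genes and 1 of the abundance of biased genes. That abundance difference itself ranged from -0.75 to -0.07. For named genes and counts of X genes, 204 values were the same and 1 moved. For a named gene this compares the direction and call of each test. Its share difference does not depend on the test, and named genes were chosen for a small p-value or a large change, so little stability follows.

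Imbalance within a line stayed within 1.5 times under every alternative run, between 2587 and 4965 genes over the 3 lines. The authors' deposited intervals were not among these alternatives. They excluded 0.5 for 3117, 2127 and 1792 autosomal genes in Abl.2, Abl.3 and Abl.4, on slightly different gene sets. DESeq2 gave more in each line, with 3453, 2964 and 2587. The side with more calls changed with the null at each library's allele totals. The maternal percent of calls went from 53.0 to 35.8 in Abl.2, from 46.8 to 51.0 in Abl.3 and from 51.5 to 47.9 in Abl.4. This null moves all genes of a library by the same offset, and the maternal allele held 52.8%, 49.5% and 50.4% of the autosomal counts in the first libraries of the 3 lines. The median gene share in the first library of Abl.2 was 0.502. Chromosome 4, almost wholly maternal in Abl.2, raises the maternal total there. The change of side in Abl.2 thus goes with a null that lies off its typical gene. For the difference between lines, requiring a share difference of at least 0.2 gave 1095 genes (Abl.2 against Abl.3), 1037 (Abl.2 against Abl.4) and 380 (Abl.3 against Abl.4). Leaving out chromosomes 4 and 10, chosen after seeing the data, gave 1212 and 914 for the pairs with Abl.2. Of the calls of these pairs 57.1% lay outside those chromosomes, so most of the fall is the removal of called genes. With the replicate number as a block the counts were 2182, 1882 and 1121 autosomal genes, of which 2155, 1852 and 1101 were shared with the calls without it. The correlation of same-numbered share differences across genes was -0.006, -0.056 and 0.015, so the numbers did not pair the shares. Counts of genes differing by at least 0.2 without a test ran from 1207 to 1241, from 1153 to 1196 and from 548 to 568 over the 4 fits per pair that each left out one library.

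The percent of strongly biased genes moved under every alternative, since the SD between replicates was at most 0.075 percentage points. In the order Abl.2, Abl.3, Abl.4 it was 14.2, 6.66 and 6.18 with shares of at most 0.2 or at least 0.8, and 10.5, 3.03 and 2.63 with 0.05 and 0.95. A coverage minimum of 10 gave 12.1, 4.83 and 4.19, and 50 gave 10.97, 3.36 and 3.08. The minimum in the line alone gave 13.1, 5.96 and 5.63. Without chromosomes 4 and 10 it was 5.62, 4.34 and 3.84. With one library left out it ran from 11.7 to 11.8, from 4.38 to 4.42 and from 3.81 to 3.92. Abl.2 was highest in each. Of its 984 strongly biased genes, 545 were maternal genes of chromosome 4, which were left out with it. The cause of the other moves was not tested.

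On X, the median over genes gave a maternal percent of 0.096, 99.9 and 0 in Abl.2, Abl.3 and Abl.4. In the female lines 8 genes held at least 84.2% of the minor-allele counts. With one library left out the percent of summed counts ran from 1.17 to 1.28, from 99.6 to 99.7 and from 1.42 to 1.59. Summed counts gave a share of 0.995 for chromosome 4 and 0.344 for chromosome 10 in Abl.2, and a coverage minimum of 50 gave 0.336 for chromosome 10. These moves exceed the spread between replicates, and both chromosomes stayed more than 0.1 from 0.5. The cause was not tested.

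For abundance, a change of at least 1 on the log2 scale left 1160, 1107 and 1042 genes, as the calls include many small changes, and the replicate block gave 5213, 4608 and 5184. Quantile normalisation changed the side with more calls, from 44.9% to 52.8% higher in Abl.2 against Abl.4 and from 29.8% to 52.0% higher in Abl.3 against Abl.4. Of the calls without the block, 4356, 3669 and 4178 were shared with it. Without a test, the genes differing by at least 1 ran from 1257 to 1308, from 1212 to 1324 and from 1129 to 1266 with one library left out. The abundance of genes biased in one line and balanced in the other ran from -0.121 to -0.0813 over the 6 fits that each left out one library. The lowest, without replicate 2 of Abl.2, moved by more than the SD of these 6 values. That SD comes from the values it is set against, so it is a weak measure of stability. The cause was not tested.

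The authors' deposited intervals had a median width of 0.15, 0.20 and 0.22 in Abl.2, Abl.3 and Abl.4. Abl.2 had the deepest libraries, and the order of Abl.3 and Abl.4 ran against their depth.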

Other observations

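The tests of copy number of chromosome 10 and of single chromosomes in Abl.3, and the low-count test of biased genes, were chosen only after the result was seen, as was counting any pseudogene match.

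Chromosome 10 was mostly paternal in Abl.2, with a median maternal share of 0.337. The same genes were at 0.504 in Abl.3 and 0.503 in Abl.4, which goes against wrong allele assignment. If an extra paternal copy were present, the share predicts an abundance shift of 0.57 on the log2 scale. The measured shift was 0.51, with paternal CPM (counts scaled to the library total) up by 0.92 and maternal CPM at -0.03. The shifts of the single alleles follow from the share and the abundance shift. An extra paternal copy is consistent with these values, as a hypothesis.

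Chromosomes 1, 5, 17 and 18 had shares in Abl.3 that left 0.5 by 0.04 to 0.05. A candidate explanation is an extra copy in part of the cells. It predicts that these chromosomes are also more abundant. Their mean shift in Abl.3 against Abl.4 was 0.10, against -0.03 for the other autosomes, and they held the 4 highest values of the 19 autosomes. The exact one-sided permutation p-value was 0.000258, the smallest that 3876 choices of 4 chromosomes can give. The shares would fit 17.9% to 23.8% of cells with 1 extra copy, though the measured shifts of chromosomes 1, 5 and 18, between 0.06 and 0.09, were below the predicted 0.12 to 0.16.

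The replicate spread of the share exceeded the binomial spread. If single molecules had been counted repeatedly, the spread in multiples of the binomial spread would be similar at high and low coverage. From genes of the lowest to those of the highest coverage it rose from 1.62 to 2.02 in Abl.2. In Abl.3 it rose from 1.71 to 2.12 and in Abl.4 from 1.82 to 2.52. The ratio of these multiples averaged 1.29 over the lines, within the range set beforehand. The multiples include the binomial part, so the excess alone rose by more. Repeated counting remains a candidate explanation, and the rise with coverage in every line leaves room for other noise.

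Genes biased in one line and balanced in the other were less abundant where biased, outside chromosomes 4 and 10. Low counts were tested with a coverage minimum of 50, and the median difference was -0.77, so they do not account for it. If the output of one allele is missing and that of the other unchanged, the allele that stays on should not move. Its CPM differed by a median of 0.036 on the log2 scale, with quartiles at -0.48 and 0.55. The quartiles are wide, and single genes moved both ways. The genes were selected for bias, so the fall of the other allele shows nothing by itself. With CPM of the summed allelic counts in place of the authors' TPM the median difference was -0.80, so the authors' scaling does not account for it. Shared reads were not tested for this pattern. Silence of one allele without a change of the other is therefore a candidate explanation and not a finding.

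Of 138 genes strongly biased the same way in all 3 lines, 39.1% were protein-coding and overlapped no other gene, against 40.3% of other genes (Fisher's exact test, two-sided, p = 0.861). No shortage of such genes was detectable among the 138. The class does not separate overlap from gene type, so this test leaves shared reads open. Pseudogenes were 3 of these genes, 2.17%, against 0.107% of all genes tested. No biological explanation was tested.

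Among chromosome 4 genes of Abl.2, 9 of 554 had over 10% paternal counts. Of those, 55.6% were protein-coding and overlapped no other gene, against 49.2% of the other genes (Fisher's exact test, two-sided, p = 0.749). No shortage of genes of this class was detectable among so few.

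On X the minor allele held 1.22% of counts in Abl.2 and 1.51% in Abl.4. A list of genes that escape X inactivation, written before its genes were looked up, had 8 genes with enough counts. They held at least 84.2% of the minor counts in both female lines. Outside the list the minor percent in the female lines was at most 0.799 times that of the male line. Escape from inactivation is a candidate explanation for the genes on the list. In Abl.4 the genes 9530027J09Rik and Gpm6b, outside the list, had 27.7% and 24.5% minor counts, so not every gene outside the list was at the level of the male line. In the male line Piga, outside the list, had 11.6%. Mid1, on the list, also had 23.8% minor counts in the male line, and the cause was not tested.

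Some pseudogenes were lower in a single line than in both others, with an abundance call in each pair and a difference of at least 1 on the log2 scale. The hypothesis was that reads of a parent gene's paternal allele fall on the pseudogene, and that they vanish where that allele is missing. It predicted that at least 50% of pseudogenes lower in Abl.2 alone have their best protein-coding match on chromosome 4. Only 4 of 10 did, 40%, short of the level set beforehand, although 4.43% of the others did (Fisher's exact test, two-sided, p = 0.00106). Gm8172 matched Rps6 on chromosome 4, and Gm4735 matched Eno1b on chromosome 18 best, with a further match on chromosome 4. Counting any match on chromosome 4, chosen after that result, gave 6 of 10. For Abl.3 and the X chromosome, 5 of 9 did, 55.6%, against 1.38% of the others (Fisher's exact test, two-sided, p = 5.32e-07). The preset level was met for Abl.3 and missed by 1 gene for Abl.2, and in both lines such a match was more frequent than among the other pseudogenes. The matches for Abl.3 include Gm14845, which lies on X itself, so its own paternal allele could be the missing one. If Gm14845 were counted as a miss, the level would not be met for Abl.3. Misplaced reads are a candidate explanation, as a hypothesis, for the pseudogenes with such a match.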
